A study of Chlamydomonas reinhardtii with 15 samples. Its data were reported in "Construction and evaluation of a whole genome microarray of Chlamydomonas reinhardtii" (2011).

How the data were processed

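Transcript levels of Chlamydomonas reinhardtii were measured on 15 Agilent arrays with 2 colours, each comparing RNA of a sulfur-starved culture with RNA of the same strain at 0 h. Per the labels, the 0 h RNA was labelled with Cy3 (green) and the starved RNA with Cy5 (red), and no array with exchanged dyes was stated. The strains were the wild types cc3491 and cc125, the wild type 4A+, and npq4, an insertional mutant described as a knockout of both LHCSR3 isoforms, whose control was 4A+. Starved samples of cc3491, cc125 and 4A+ came from 24, 48, 72 and 96 h, and those of npq4 from 24, 48 and 96 h, with 1 array per strain and time point. Biological samples were pooled before labelling, so the arrays of a strain are time points and not separate cultures under equal conditions. All arrays of a strain carried the same 0 h reference.

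The authors deposited scanner output with the intensity of each spot and of its local background in both channels, as median pixel values that were neither background corrected nor dye normalized. The authors' files also hold a log10 ratio of red over green after the background subtraction and dye normalization of Feature Extraction 10.7.3.1. The values of the deposited series matrix were the same log10 ratios, with a largest difference of 0. The lowess step that the methods name was not part of either column.

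Intensities were read with limma 3.58.1 in R 4.3.3. Background was corrected by normexp with an offset of 50, followed by loess within each array, and the ratio is log2 of red over green. The default normexp fit set the lowest levels far too high on the 24 h array of npq4, and less strongly in red on the 24 h array of 4A+, so the parameters were fitted on spots without an outlier mark and with a net signal above -100, a choice made after seeing the data. Each array held 45218 spots. Of the 43687 probes that belong to 1 of 14557 transcript models, 32076 were tested, because they were well above background in either channel on at least 3 arrays. The tested probes covered 13465 models. Control spots and outlier-marked spots were left out, saturated spots were kept, and repeated spots of a probe were averaged. The value of a model is the mean over its tested probes. Levels per channel were taken after loess and Aquantile normalization. These levels are open to dye bias, because no exchange of the dyes was stated. A probe that was not well above background on any array of a strain has only a bound there. Such bounds are given as "at least", from the mean log2 level of the brighter strain against, on each array of the dimmer strain, the higher of the probe's own level and the lowest level among probes well above background.

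A limma model with 1 coefficient per strain was fitted to all 15 arrays, and each strain's mean ratio was tested against 0. That test leaves out the spread of the 0 h culture. Differences between strains were tested as contrasts of the strain means, for npq4 minus 4A+, npq4 minus cc3491 and cc125 minus cc3491. A response shared by the wild types was tested on the 3 strain means, so that n was 3. The slope per 24 h was tested with strain as a fixed effect. A probe was called when its Holm adjusted p was below 0.05 over all tested probes and its change was at least 2-fold, without the fold limit for the slope. Gene sets were tested with camera at its preset correlation of 0.01 and with fry, adjusted by Benjamini-Hochberg over the 8 sets run. A set for the cytosolic ribosome had 0 named members and was not run. Ratios of the LHCSR probes in npq4 and 4A+ were compared by a two-sided exact permutation test, which doubled the smaller tail.

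The groups, the tests, the list of alternatives and the rule for naming genes were written down before the data were examined. That rule named a list of genes taken from those the study gives for sulfur starvation, of which it is a part. It added, for the shared response, the 5 models each way with the largest change among those with at least 2 called probes and a uniform sign on all 15 arrays. For npq4 minus 4A+ it took the 3 models each way with the largest difference among those with at least 2 called probes and no overlap between the arrays of the strains. For the slope it took 3 models each way with at least 2 called probes. No model qualified for the shared response or the slope. The sulfur and LHCSR genes had been picked in the study from these arrays, so their tests are not independent evidence.

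Symbols came from the tables given with the study, which named 488 models, and from 1 further pair of symbol and model in the study's text. A RefSeq table of assembly version 5.5 paired 12302 of the 14557 models with a locus and was used only for the order of neighbouring genes. SLP3, SUA1 and SUL4 were not analysed here. Nitrogen starvation was not analysed here.

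The fits were tested on simulated data for the 32076 probes, with 200 changed probes per comparison. Under Holm adjustment 177 of these were recovered for cc3491, 176 for cc125, 174 for 4A+ and 168 for npq4. For the differences npq4 minus 4A+, npq4 minus cc3491 and cc125 minus cc3491, 152, 152 and 156 were recovered. The slope recovered 183 and called 1 unchanged probe, and the remaining fits called 0 unchanged probes under Holm. Apart from the slope, the planted changes lay well above the 2-fold limit. Planted slopes were at least 2-fold per 24 h. Recovery of smaller changes was therefore not measured. Except for the shared response, the simulated noise was independent between arrays, without a shared 0 h reference. With 3 strain means the shared response recovered 0 under Holm and 93 under Benjamini-Hochberg adjustment. There the spread between strains was that of the real strain means, which include the arrays labelled cc125 as labelled.

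Alternatives were the scanner software's ratio, the series matrix, median centring, a normexp offset of 0, filters on dim probes, omission of saturated spots, Benjamini-Hochberg adjustment, no fold limit, transcript models as the unit, other sets of arrays in the fit, a block for the time point, and omission of each array in turn. Others were added after seeing the data and are named as such in the closing section. Each strain lay on 1 slide with 1 scan of its own, so slide, 0 h culture and strain cannot be told apart. The number of arrays limits the precision. Figures were drawn with matplotlib 3.10.9.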

Results

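The data comprised 15 arrays, 4 each for the wild types cc3491, cc125 and 4A+ and 3 for npq4, an insertional mutant described as a knockout of both LHCSR3 isoforms, which are stress-related chlorophyll-binding proteins. Of 43687 probes, between 16699 and 29100 per array were well above background in green, the 0 h channel. In red, the starved channel, the number was 8728 to 12424 on the 4A+ arrays and 14355 to 26604 on the arrays of the other strains. In both channels on all 15 arrays, 7565 probes of 4388 models were well above background.

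The knocked-out transcript was examined first. All 3 LHCSR3 probes were not well above background in either channel on any of the 3 npq4 arrays. In 4A+, probe 1 was above background on 4 of 4 arrays in both channels, probe 2 on 3 of 4 arrays in each channel, and probe 3 on none. Levels of probe 1 in red were at least 11.5-fold higher in 4A+ and at least 68.0-fold higher in cc3491 than in npq4. In green they were at least 3.71-fold higher in 4A+ and at least 5.80-fold higher in cc3491. The log2 ratio of probe 1 was 1.80 ± 0.86 (SD, n = 4) in 4A+ and 3.71 ± 1.33 (SD, n = 4) in cc3491. The ratio of probe 1 differed by -1.63 between npq4 and 4A+, with an exact permutation p of 0.057143. That is the smallest p this test can give over the 35 splits of 3 and 4 arrays. The test doubles the smaller tail, and in this form it cannot reach 0.05. Probe 1 of LHCSR1, which was detected in npq4, differed by -1.67 and its probe 3 by 1.98 at the same p, so a difference of that size was not specific to LHCSR3. The npq4 ratio is one of values at background, so the size of this difference restates the ratio in 4A+. As the mean of the 3 probes, the value for LHCSR3 in the knockout, npq4 minus 4A+, was -0.64, and it was -1.15 with the scanner software's ratio, the alternative that moved it most. For LHCSR2, probe 2 was above background on no npq4 array, probe 1 on 1 array in each channel and probe 3 on 1 array in green. Probes 1 and 2 of LHCSR1 were above background in both channels on all 3 npq4 arrays, with log2 ratios of 5.86 ± 0.66 (SD, n = 3) and 6.12 ± 0.86 (SD, n = 3).

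**Figure D1:**
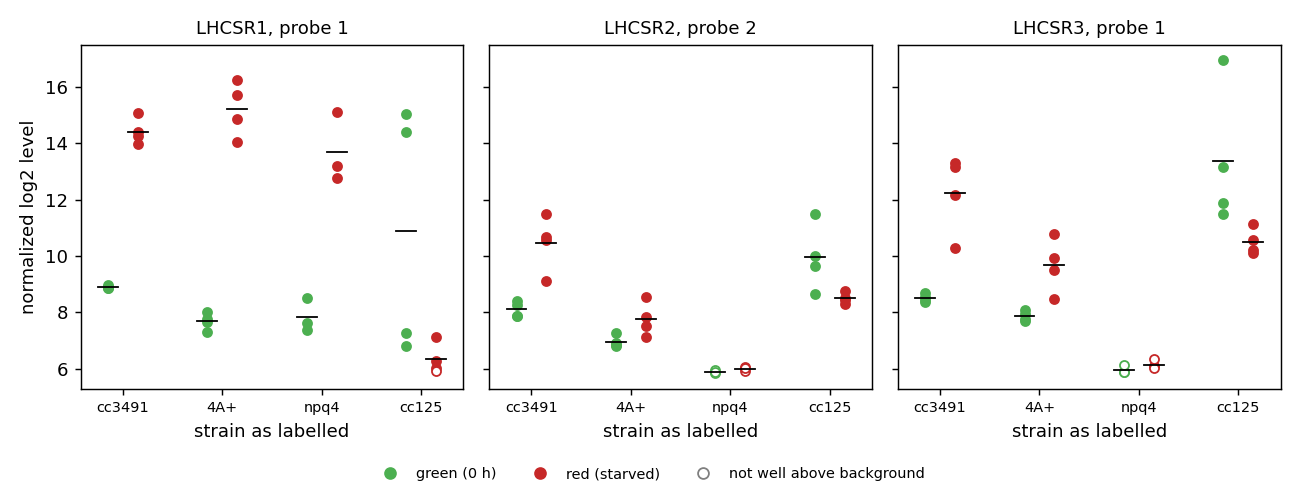
Normalized log2 levels of 1 probe each for LHCSR1, LHCSR2 and LHCSR3 on every array, by strain as labelled, with green for the 0 h and red for the starved channel; bars mark means and open circles values not well above background. On the 3 npq4 arrays the LHCSR3 probe was not well above background in either channel.

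The arrays labelled cc125 ran against the other strains. Across the 32076 tested probes, the mean log2 ratios of the arrays labelled cc125 had a Pearson correlation of -0.49 with cc3491, -0.34 with 4A+ and -0.42 with npq4. Among the remaining strains it was 0.54 for cc3491 and 4A+, 0.69 for cc3491 and npq4 and 0.57 for 4A+ and npq4. These correlations are across probes, which are not independent replicates. Of 218 probes called both in cc3491 and on the arrays labelled cc125, 214 changed in opposite directions, whereas 202 of 205 probes called in both cc3491 and 4A+ changed the same way. The 7565 bright probes also differed in which channel varied across time points. The median SD of the log2 level over the arrays was 0.109 in green and 0.505 in red for cc3491, and 0.706 in green and 0.130 in red on the arrays labelled cc125. The corresponding values were 0.0736 and 0.385 in 4A+ and 0.108 and 0.451 in npq4. Directions for the arrays labelled cc125 are given as labelled.

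**Figure D2:**
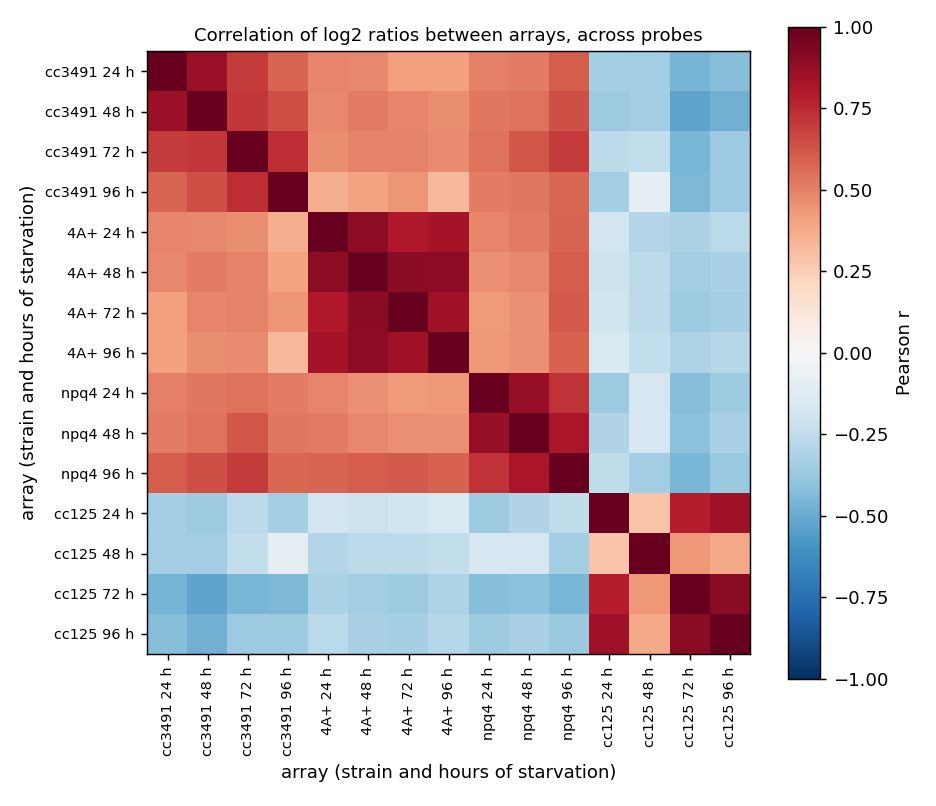
Pearson correlation across probes of the log2 ratios of each pair of arrays, ordered by strain as labelled and hours of starvation. Arrays of 1 strain share their 0 h RNA, which raises their correlations, and the arrays labelled cc125 are negatively correlated with those of the other strains, with strain means at -0.49, -0.34 and -0.42.

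**Figure D3:**
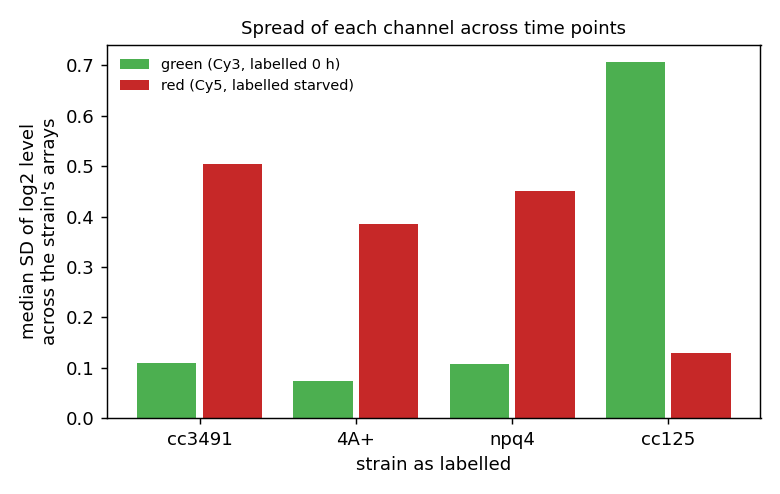
Median SD of the log2 level of 7565 probes across the arrays of each strain as labelled, in green and red. Red varied more than green in cc3491, 4A+ and npq4, and green varied more than red on the arrays labelled cc125, at 0.706 against 0.130.

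Which transcripts responded to sulfur starvation was asked for each strain. For the starvation response in cc3491, 1063 probes were called, 345 higher and 718 lower, belonging to 740 models. For the starvation response in the control strain of npq4, 4A+, there were 906 called probes, 297 higher and 609 lower. The starvation response in npq4 gave 483, 141 higher and 342 lower. The starvation response in cc125, from the arrays labelled so, gave 868, of which 668 were higher and 200 lower as labelled. In number of probes Benjamini-Hochberg adjustment moved these counts most, to 3692 in cc3491, 3738 on the arrays labelled cc125, 3205 in 4A+ and 2911 in npq4. A fit to the strain's own arrays alone gave 48, 22, 300 and 4. The balance of directions depended on the scaling. In cc3491 it was 345 higher and 718 lower, against 460 and 406 with the scanner software's ratio and 492 and 397 with an offset of 0. Among probes in both channels on all 15 arrays it was 312 and 122. In npq4 the scanner software's ratio gave 361 higher and 392 lower, an offset of 0 gave 244 and 358, and probes in both channels on all 15 arrays gave 190 and 172. With normexp fitted on all spots it was 63 and 49 there. Under median centring it was 42 higher and 1142 lower in 4A+, and 1398 and 34 on the arrays labelled cc125. Among probes in both channels on all 15 arrays it was 452 and 560 in 4A+. The scanner software's ratio placed the median of all tested probes at -0.21 in 4A+, whereas the main scaling placed it at -0.01. Leaving out 1 array changed the count of the arrays labelled cc125 to between 489 (without 96 h) and 1233 (without 48 h). In npq4 it fell to 214 without 48 h, and in 4A+ to 552 without 48 h.

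A list of genes that covers part of those the study gives for sulfur starvation was examined in each strain. In cc3491 all 18 listed genes with a transcript model had a Holm adjusted p below 0.05 and a change of at least 2-fold when adjusted over the list alone, and 11 when adjusted over all models. As the list was picked in the study from these arrays, the count over the list is not independent evidence. In 4A+ the counts were 13 over the list alone and 9 over all models, in npq4 13 and 9, and on the arrays labelled cc125 14 and 5. Over all models and with each array left out in turn, the count was 8 to 11 in cc3491 and 4 to 5 on the arrays labelled cc125. In 4A+ it was 5 without 72 h and at most 7, with the calls of SIR1 and SLT2 lost whichever array was left out. In npq4 it was 5 without 48 h, 5 without 96 h and 6 without 24 h, with the calls of ARS1, ATS2 and ECP88 lost each time. In each of cc3491, 4A+ and npq4, 13 of the 18 means were positive and 5 negative, except that LHCSR2 in npq4 was -0.07 with the scanner software's ratio, ATS2 in 4A+ was -0.33 under median centring, and PSBX in npq4 was 0.16 without the 96 h array. On the arrays labelled cc125, 6 were positive and 12 negative. LHCBM9, a light-harvesting protein, rose by a log2 ratio of 5.12 ± 0.51 (SD, n = 4) in cc3491, 6.16 ± 0.35 (SD, n = 4) in 4A+ and 5.04 ± 0.31 (SD, n = 3) in npq4. For 2 of its 3 probes the red channel was saturated on all cc3491 arrays, so that rise is a lower bound. On the arrays labelled cc125 it was -5.58 ± 0.64 (SD, n = 4). The arylsulfatase ARS1 reached 3.60 ± 0.23 (SD, n = 4) in cc3491, 2.34 ± 0.25 (SD, n = 4) in 4A+ and 1.89 ± 0.42 (SD, n = 3) in npq4. In npq4 1 of its 3 probes was not well above background in either channel, and the ARS1 call there was lost when any 1 npq4 array was left out, with log2 ratios from 1.65 to 2.02. The extracellular polypeptide ECP76 reached 3.65 ± 0.33 (SD, n = 4) in cc3491, 2.39 ± 0.17 (SD, n = 4) in 4A+ and 2.30 ± 0.16 (SD, n = 3) in npq4, and -2.69 ± 0.55 (SD, n = 4) on the arrays labelled cc125. In cc3491 and 4A+ 1 of its 3 probes was not well above background in green, so the rise there is a lower bound. The sulfate transporter SLT1 reached 3.05 ± 0.79 (SD, n = 4) in cc3491, 4.55 ± 0.32 (SD, n = 4) in 4A+ and 4.99 ± 0.29 (SD, n = 3) in npq4, and -1.47 ± 1.04 (SD, n = 4) on the arrays labelled cc125. The call of SLT1 in cc3491 was lost without 48 h, at 2.93, and without 72 h, at 2.74. SLT3 had log2 ratios of -2.57 ± 0.10 (SD, n = 4) in cc3491, -1.52 ± 0.27 (SD, n = 4) in 4A+ and -1.56 ± 0.03 (SD, n = 3) in npq4, and 3.52 ± 0.23 (SD, n = 4) on the arrays labelled cc125. Its probes differed, with -4.02, -3.53 and -0.16 for probes 1, 2 and 3 in cc3491, the last not called. In 4A+ 2 of its 3 probes were not well above background in red, so the fall there is a lower bound.

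**Figure D4:**
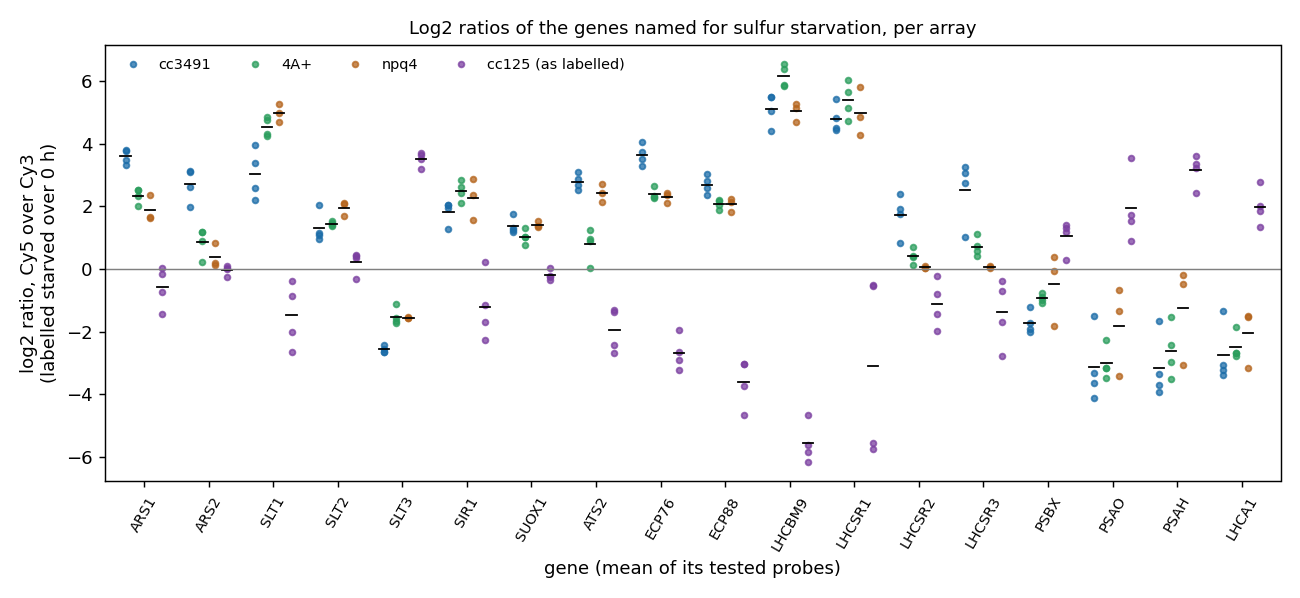
Log2 ratios of 18 named genes on every array, by strain as labelled; points are arrays and bars are means over the arrays of a strain. LHCBM9 lay at 5.12, 6.16 and 5.04 in cc3491, 4A+ and npq4 and at -5.58 on the arrays labelled cc125.

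The response shared by the wild types was tested over the 3 strain means. With limma 0 probes were called under Holm and 0 under Benjamini-Hochberg adjustment, with 1052 at an unadjusted p under 0.05. In simulated data of that size 0 of 200 changed probes were recovered under Holm, with the spread between strains taken from these same means. The smallest Benjamini-Hochberg adjusted p was 0.931. The arrays labelled cc125 entered as labelled and ran against cc3491 and 4A+, so opposite changes cancel in this mean. LHCBM9, at 5.12 in cc3491, 6.16 in 4A+ and -5.58 on the arrays labelled cc125, had a mean of 1.90 (SE 2.98). The 0 calls therefore do not show that the wild types lack a shared response.

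Whether ratios changed over starvation time was tested as a slope per 24 h. Under limma 0 probes were called by Holm and 0 by Benjamini-Hochberg, with 1260 at an unadjusted p under 0.05. Without the 24 h array of cc125, 1 probe was called. The planted slopes in the simulation were at least 2-fold per 24 h, a size that only 5 probes reached in the data. Smaller slopes therefore stay open. The arrays labelled cc125 entered as labelled, so slopes of opposite sign there may cancel.

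The npq4 minus the control strain difference in starvation response, that is npq4 minus 4A+, was called for 241 probes, 187 higher and 54 lower in npq4. The scanner software's ratio gave 307 higher and 31 lower, median centring 317 and 26, and normexp fitted on all spots 151 and 8. Under Benjamini-Hochberg adjustment the directions were closer to balance, at 819 higher and 691 lower. Of 3041 probes that differed by at least 2-fold at any p, 1427 were higher. Without the 48 h array of npq4 the count under Holm adjustment was 148. For 3960 of 13431 models the arrays of the strains did not overlap, which is 29.5%, where chance gives 5.71% for exchangeable arrays. The arrays of a strain share their 0 h RNA and slide and are not exchangeable, so the shares do not compare directly. Of the 65 models with at least 2 called probes and no such overlap, 58 were higher and 7 lower in npq4. The largest positive differences were those of models 76989, 144348 and CDO1. Model 76989 had a difference of 5.25 (SE 0.23, Holm adjusted p 1.42e-07), with 1.37 ± 0.43 (SD, n = 3) in npq4 and -3.88 ± 0.35 (SD, n = 4) in 4A+. For 144348 the difference was 5.02 (SE 0.43), with 0.26 ± 0.33 (SD, n = 3) in npq4 and -4.76 ± 0.51 (SD, n = 4) in 4A+, where 1 of 3 probes was saturated in green on all arrays, so that fall is a lower bound. CDO1 differed by 4.62 (SE 0.28), with 3.45 ± 0.19 (SD, n = 3) in npq4 and -1.17 ± 0.34 (SD, n = 4) in 4A+. The largest negative differences were -2.90 (SE 0.20) for PTB2, -2.15 (SE 0.16) for model 131406 and -1.94 (SE 0.20) for PMA2. In 4A+, 3 of 3 PTB2 probes, 1 of 3 probes of 131406 and 2 of 3 PMA2 probes were not well above background in red on any array, so their fall in 4A+ is a lower bound and the size of these differences an upper bound. With the scanner software's ratio PTB2 was at -0.74, 131406 at -1.04 and PMA2 at -1.54, none of them called. Between npq4 and cc3491 none of these 6 models was called under Holm adjustment, with differences of 1.72 for 76989, 1.21 for 144348, 1.71 for CDO1, -0.72 for PTB2, -0.65 for 131406 and 0.70 for PMA2. With Benjamini-Hochberg adjustment 76989 and CDO1 were at least 2-fold higher in npq4 than in cc3491, with adjusted p of 0.000721 and 0.00279 from limma. The mean in cc3491 was -0.34 for 76989, -0.95 for 144348, 1.75 for CDO1, -3.18 for PTB2, -1.83 for 131406 and -3.40 for PMA2, in each case further from 4A+ than from npq4. Of the 18 named genes, 0 differed between npq4 and 4A+ when adjusted over all models and 1 when adjusted over the list alone, which was ATS2 at 1.64 (SE 0.36). For ATS2 1 of 3 probes was not well above background in red in 4A+, and in npq4 1 was not in green and 1 not in red, so the size of this difference is uncertain. The mean log2 level of ATS2 in green was 10.13 in 4A+ and 7.79 in npq4. ATS2 was singled out after its values were seen.

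The npq4 minus cc3491 difference in starvation response was called for 124 probes, 99 higher and 25 lower. That count was 10 among probes in both channels on all 15 arrays, 27 with an offset of 0 and 1064 under Benjamini-Hochberg adjustment. With the offset of 0 the directions were 14 higher and 13 lower, with the scanner software's ratio 19 and 17, and with normexp fitted on all spots 121 and 7. ARS2 was the 1 named gene that differed over all models, at -2.32 (SE 0.29, Holm adjusted p 0.0396), with all 3 npq4 arrays below all 4 cc3491 arrays. In npq4 1 of its 3 probes was not well above background in either channel, and in cc3491 1 was not in green. Alternatives were not run for this difference. The cc125 minus cc3491 difference in starvation response was called for 1744 probes, 1339 higher and 405 lower as labelled. The scanner software's ratio gave 1364 higher and 700 lower, median centring 1406 and 166, an offset of 0 1273 and 658, and probes in both channels on all 15 arrays 489 and 494.

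Gene sets were tested on the wild-type strain means. Of 8 sets, camera called the sulfur set, with a mean log2 ratio of 0.96 and a Benjamini-Hochberg adjusted p of 0.000829. Its members were 30 probes of 10 models. Probes of 1 model are correlated and not independent members, which makes that p too small. It was not called by fry, where the adjusted p was 0.861, nor with an estimated correlation. The set mean was 2.04 ± 0.21 (SD, n = 4) in cc3491, 1.65 ± 0.13 (SD, n = 4) in 4A+, 1.81 ± 0.20 (SD, n = 3) in npq4 and -0.80 ± 0.35 (SD, n = 4) on the arrays labelled cc125. The light harvesting set had -1.98 ± 0.81 (SD, n = 4) in cc3491, -1.38 ± 0.23 (SD, n = 4) in 4A+, -1.32 ± 0.89 (SD, n = 3) in npq4 and 1.66 ± 0.53 (SD, n = 4) on the arrays labelled cc125. Over the wild types its mean was -0.57, with an adjusted p of 0.0605 by camera. For the inorganic carbon and hydrogenase sets the mean was negative and the median positive. In the slope fit 0 of 8 sets were called, and leaving out the 96 h array of cc3491 gave 5. There the mean of the light harvesting and sulfur sets was positive and their median and camera's direction negative, while the plastid ribosome set had a negative mean and camera's direction was upward.

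Probes of 1 model were compared on the wild-type mean. Of 11037 models with at least 2 tested probes, 56.5% had probes of 1 sign. Of the 239 whose mean reached 2-fold it was 97.5%. Among probes in both channels on all 15 arrays it was 86.0%. The correlation across models was 0.79 between probes 1 and 2, 0.57 between 1 and 3 and 0.54 between 2 and 3, where models are not independent replicates.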

Values the study reported

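The study reported 813 genes with differential expression under sulfur starvation, of which 300 were lower and around 100 higher by at least 2-fold. Its mean log2 ratios over starvation time were 4.3 for ARS1, 5.4 for ARS2, 3.1 for SLT1, -4.5 for SLT3, 5.8 for LHCBM9 and 3.9 for LHCSR3.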

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

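Except for the splits of the arrays, the tests in this part were chosen only after the result was seen.

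Called probes differed between npq4 and 4A+ at 241 probes. Of the 35 splits of these 7 arrays, 1, the real one, gave as many, and the highest other split gave 0. That excludes chance only for exchangeable arrays. The arrays of a strain share 1 reference RNA and 1 slide, so a chance difference between these is not excluded, here or in the splits for the other comparisons. Of the called probes 127 were well above background in both channels on all 7 arrays, which argues against weak red signal in 4A+ for these. For the other 114 weak signal stays open, since ratios of dim probes depend on the background correction. A difference between the 0 h cultures may account for most of these calls, because in 96.7% of called probes the 0 h levels of the strains lay further apart than their starved levels, against 49.3% of all tested probes. Green levels repeat 1 RNA and vary less, which favours calls of that kind. Among all 798 probes that differed by at least 4-fold at any p the share was 67.2%. Levels between slides are open to dye and slide effects. The number of slides holding both strains was 0, so the slide and the strain cannot be told apart. An effect of the mutation stays open and was not tested apart from these.

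Single models with such a difference between npq4 and 4A+ were 76989 at 5.25, 144348 at 5.02, CDO1 at 4.62, PTB2 at -2.90, 131406 at -2.15 and PMA2 at -1.94. For PTB2, 131406 and PMA2 the fall in 4A+ is a lower bound, since red was not well above background there for 3, 1 and 2 of their 3 probes. The first 3 lay higher in green in 4A+ than in npq4, with mean log2 levels of 13.77 and 8.14 for 76989, 15.97 and 9.37 for 144348 and 12.16 and 7.79 for CDO1. PTB2, 131406 and PMA2 lay lower in green in 4A+, at 8.55 and 11.41, 7.77 and 11.78, and 8.28 and 10.97. Their levels in red were 7.54 and 7.51, 7.45 and 9.30, and 7.53 and 8.27, where background limits those of 4A+. Between npq4 and cc3491 none of the 6 was called under Holm adjustment, with differences of 1.72, 1.21, 1.71, -0.72, -0.65 and 0.70 in the order above. Under Benjamini-Hochberg adjustment 76989 and CDO1 passed there, with adjusted p of 0.000721 and 0.00279. For CDO1 the mean green level in npq4 was also below that in cc3491, at 9.67, so an effect of the mutation stays open for these models. Levels between slides are open to dye and slide effects.

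Between npq4 and cc3491, 124 probes differed, with ARS2 at -2.32. Of 35 splits of the 7 arrays, 1 gave as many, and the highest other gave 2. In 94.4% of the called probes the 0 h levels lay further apart than the starved levels, against 54.1% of all tested probes. Among all 339 probes that differed by at least 4-fold at any p the share was 56.3%, so a difference between the 0 h cultures stays open. For ARS2 the mean log2 levels in green were 6.36 in cc3491 and 6.39 in npq4, and those in red 9.06 and 6.77, so its difference lay in red. Strain, slide and culture coincide here too.

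Between the arrays labelled cc125 and cc3491, 1744 probes differed. Of 35 splits of the 8 arrays, 1 gave as many, and the highest other gave 3. The recorded range of intensities differed too. Red reached 485349 on the arrays labelled cc125, with 0 saturated probes. In cc3491 it ended at 65529, with 277 to 466 probes saturated in red per array. Among named genes the difference was -4.18 for ARS1, -2.73 for ARS2, -4.52 for SLT1, 6.09 for SLT3, -1.56 for SUOX1, -4.76 for ATS2, -6.35 for ECP76, -6.32 for ECP88, -10.70 for LHCBM9, -2.83 for LHCSR2, 6.32 for PSAH and 4.75 for LHCA1. The sizes for ARS1, ARS2, ATS2, ECP76, ECP88 and LHCBM9 are lower bounds, because red was saturated in cc3491 for 2 of 3 LHCBM9 probes and each of the others had 1 of 3 probes not well above background in green in cc3491 or in red on the arrays labelled cc125. For SUOX1 1 of 3 probes was not well above background in green on the arrays labelled cc125, so its size is an upper bound. A hypothesis on the dyes of these arrays is given among the other observations.

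Single time points lay far from the others of a strain in some results. SIR1 in cc3491 was 1.27 at 24 h, against 1.95 to 2.06. LHCA1 was -1.33 at 96 h in cc3491, against -3.39 to -3.07, and -1.86 at 96 h in 4A+, against -2.78 to -2.68. The light harvesting set in 4A+ was -1.04 at 96 h, against -1.54 to -1.45. ECP76 in 4A+ was 2.65 at 48 h, against 2.28 to 2.34, and 131406 in 4A+ was -0.26 at 24 h, against -0.35. On the arrays labelled cc125, at 48 h SLT2 was -0.32, against 0.36 to 0.46, PMA2 was 2.47, against 1.77 to 1.79, and the plastid ribosome set was 0.03, against 1.49 to 1.69. Chance gives about 1 in 20 groups of 4 arrays. Of 96 groups examined 9 were so extreme, or 9.38%, with a binomial p of 0.0511, so chance may account for them, although named genes and sets are not independent. A change shared by the strains at 96 h stays open for LHCA1. In npq4 it was -3.18 at 96 h, below the earlier time points, but that is 1 array. On the arrays labelled cc125 it was 1.33, 2.78, 1.85 and 2.01 at 24, 48, 72 and 96 h as labelled, smallest at 24 h, so 2 of the 4 strains lack the pattern. In cc3491 and 4A+ the fall was also smallest at 96 h for PSAH, at -1.65 and -1.54, for PSAO, at -1.49 and -2.28, and for the light harvesting set, at -0.79 and -1.04. In npq4 the fall at 96 h was the largest for PSAH, at -3.07, and for PSAO, at -3.42.

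On the cc3491 array of 96 h, 20956 probes were well above background in red and 24598 in either channel, against at least 25552 and 28270 on the strain's other arrays. Green, which holds the same 0 h RNA as on the other arrays, also had fewer, at 23604, so a lower signal of the array as a whole is a candidate explanation. An effect of the long starvation on red stays open.

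Outside the transcript models, 9 of 18 further probes were above background in both channels on all 15 arrays. Over arrays, 65.2% of their readings were above background in both channels, against 1.79% of negative control spots, which argues against background. No biological explanation was tested.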

How the results depend on the processing

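Alternatives that turn or leave out the arrays labelled cc125, and the normexp fit on all spots, were chosen only after seeing the data; the other tests were planned. Of 128 counts of called probes, 80 stayed within 1.5 times the reported count and 48 moved. Of 28 counts of called sets 9 stayed and 19 moved. Unless a cause is stated, the cause was not tested.

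With the scanner software's ratio, and with the series matrix, which gave equal values, 1552 probes were called for the starvation response in cc125 as labelled, 2318 for the starvation response in the control strain 4A+, 753 for the starvation response in npq4 and 36 for the npq4 minus cc3491 difference in starvation response. Median centring gave 1432 on the arrays labelled cc125, 300 in npq4 and 79 for npq4 minus cc3491. An offset of 0 gave 1370 on the arrays labelled cc125, 1790 in 4A+ and 27 for npq4 minus cc3491. Among probes in both channels on all 15 arrays, where fewer were tested, 434 were called for the starvation response in cc3491, 10 for npq4 minus cc3491 and 983 for the cc125 minus cc3491 difference in starvation response. Benjamini-Hochberg adjustment, which is less strict, gave 3692 in cc3491, 3738 on the arrays labelled cc125, 3205 in 4A+, 2911 in npq4, 1510 for the npq4 minus the control strain difference in starvation response, 1064 for npq4 minus cc3491 and 6550 for cc125 minus cc3491. With transcript models as the unit, where fewer items were tested, the counts were 450, 370, 440, 253, 128, 38 and 837 in that order. A fit to the compared arrays alone, with fewer arrays for the spread, gave 48, 22, 300 and 4 for the strains, 11 for npq4 minus cc3491 and 459 for cc125 minus cc3491. With the time point as a replicate block the counts were 704, 504, 596 and 266 for the strains, 145 for npq4 minus 4A+, 72 for npq4 minus cc3491 and 1134 for cc125 minus cc3491. Equal time points did not deviate together, with correlations of deviations from -0.30 to 0.24 over 21 pairs and 4 over 0.1, so the numbers do not pair the arrays. Turning the arrays labelled cc125 gave 500 for cc125 minus cc3491, 244 higher and 256 lower. With strain as a random block besides, 131 probes were called for the starvation response shared by the wild types, against 0 with the block alone. Normexp fitted on all spots gave 112 in npq4 and 159 for npq4 minus 4A+. Leaving out each array in turn gave 746 to 890 in cc3491, 489 to 1233 on the arrays labelled cc125, 552 to 616 in 4A+, 214 to 328 in npq4, 148 to 199 for npq4 minus 4A+, 78 to 153 for npq4 minus cc3491, 1269 to 2277 for cc125 minus cc3491, 0 to 0 for the shared response and 0 to 1 for the change over starvation time.

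For the gene set response in the wild types, 2 sets were called with the scanner software's ratio, 4 under median centring, 3 with an offset of 0, 3 among probes in both channels on all 15 arrays, 2 without a filter, 0 with an estimated correlation, 0 by fry, 2 over all 4 strain means, 8 with the arrays labelled cc125 turned and 6 with npq4 in place of cc125. The hydrogenase set reversed, to 0.641, with those arrays turned. For the gene set change over starvation time, 1 set was called with the scanner software's ratio, 1 with an offset of 0, 1 among probes in both channels on all 15 arrays, 2 for 96 h minus 24 h, 3 with the arrays labelled cc125 turned, 2 without them in the fit and 1 with normexp fitted on all spots. Leaving out each array in turn gave 1 to 2 sets for the response and 0 to 5 for the change over time. For the LHCSR set, gene set change over starvation time ran from -0.152 to 0.00711, and for the light harvesting set, gene set change over starvation time ran from -0.112 to 0.200. Both reversed only without the 96 h array of cc3491, to 0.00711 and -0.112, among the settings with a called value.

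As to agreement between probes of one transcript model, the share with a uniform sign was 59.9% with the scanner software's ratio, 55.0% with an offset of 0, 86.0% among probes in both channels on all 15 arrays, 43.8% without a filter, 59.3% with the arrays labelled cc125 turned and 59.7% with npq4 in place of cc125. It ran from 55.4% to 57.0% when each array was left out. LHCSR3 in the knockout ran from -0.74 to -0.51 when each array was left out. Its npq4 values lie at background, so the sign follows that of 4A+ and says nothing on stability.

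For the named genes in single strains, 660 of 754 values kept their side of the threshold, 61 no longer passed it, 33 newly passed it and 8 changed sign without being called. For the named models in npq4 minus 4A+, 57 of 71 kept it and 14 lost it, among them PTB2, 131406 and PMA2 with the scanner software's ratio. Signal over background limits 4A+ most, where 8728 to 12424 probes were well above background in red.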

Other observations

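Apart from the first test of weak npq4 signal, the tests in this part were chosen only after the result was seen.

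The arrays labelled cc125 ran against the other strains, with a correlation across probes of -0.48 with the mean of cc3491, 4A+ and npq4. The dyes of these arrays may run the other way round than labelled: across the 4 arrays red levels varied less than green levels in 96.5% of 7565 probes, against 3.91% in cc3491, 2.83% in 4A+ and 5.25% in npq4. On the arrays labelled cc125, 2530 probes moved at least 4-fold in green and less than 2-fold in red, and 0 the other way round. In cc3491 these numbers were 0 and 883, in 4A+ 9 and 542, in npq4 4 and 366. As green should hold 1 RNA on all 4 arrays, the 2530 probes argue against an opposite response with the dyes as labelled. An experiment other than the one labelled cannot be told apart from a reversal: the correlation of -0.48 shows a relation with the other strains, but the labels of 4 of the 4 arrays name another slide than their files. Intensities of these arrays also ran past 65529, the highest value on the arrays of the other strains, which does not decide between the 2 explanations. The reversal is a hypothesis found and tested on the same data.

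A rule chosen after the values were seen listed models with at least 2 called probes of 1 direction in each of cc3491, 4A+ and npq4. It gave 11 higher models, of which 10 had the opposite sign on the arrays labelled cc125, and 9 lower ones, of which 9 did. LHCBM9 and model 184282 were among the higher ones, the latter at 5.88 in cc3491, 5.27 in 4A+ and 4.83 in npq4, and -5.65 on the arrays labelled cc125.

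Beside LHCSR3 further transcripts were not detected in npq4. Models were taken as not detected when at least 2 of their probes were well above background on no npq4 array and, in 1 channel or the other, on every array of each other strain. Of 8 such models with a locus, 2 lay within 5 loci of LHCSR3 in the order of assembly version 5.5, with a permutation p of 3e-05 over 100000 draws, which argues against chance placement. Including LHCSR3, an unbroken run of 6 loci, 2 before and 3 after it, had probes above background on all 4A+ arrays that were above it on at most 1 npq4 array. The study describes npq4 as lacking both LHCSR3 isoforms, and the adjacent LHCSR2 may be one of them, so its absence may not be new. Of these 12 probes 10 were on no npq4 array and 2 on 1, which were probe 1 of LHCSR2 and probe 1 of 184735. The loci before it rest on 1 such probe each, and at the outer one, 150233, another probe was above background on 2 of 3 npq4 arrays, with a mean log2 level in green of 6.30 against 6.35 in 4A+. That goes against a missing stretch at this locus. Model 184735 was at least 86.2-, 169- and 10.8-fold higher in green in 4A+ for its 3 probes. Its probe 1 was above background in green on 1 npq4 array, with a mean log2 level of 6.13 against 12.55 in 4A+. That reading goes against a complete absence at this locus, but it is 1 array. Model 175651 was at least 7.72-, 5.31- and 6.98-fold higher in green in 4A+. The study lists this model among its sulfur genes, under the name OASTL1, later ASL1. Whether its absence bears on the starvation response of npq4 was not tested. The next locus, 16794, was above background on 3 npq4 arrays in 2 probes. Among probes between the lowest and highest 4A+ level of this run, 97.7% were detected on at least 1 npq4 array, but that range is wide, and near background it leaves weak npq4 signal open. Among probes within 0.25 of the level of a probe of 184735 or 175651 the share was at least 99.4%. That argues against weak npq4 signal for the probes of these 2 models that were on no npq4 array. For the other loci of the run it was as low as 89.3%, and weak signal stays open for their dimmest probes. A stretch from LHCSR3 onward that is missing or silenced in npq4 is a candidate explanation, and the loci before it stay open. Sequence differences under the probes cannot be told apart from it: 0 other runs of neighbouring loci were found in npq4, but 4A+ had 1 run of its own.

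The study set aside probes carried over from the first-generation array, while the values here average all 3 probes of a model. The study describes them as the third probe of a transcript, but whether that is the probe numbered 3 here was not resolved. Probe 3 lay closest to 0 in ARS2, SLT3 and LHCSR3. For ARS1 in cc3491 it was probe 2, at 0.83, against 4.10 and 5.87 for probes 1 and 3. The mean log2 ratio of ARS2 in cc3491 here was 2.70, with 5.06, 2.91 and 0.14 for probes 1, 2 and 3. That is lower than the value quoted from the study above. The mean log2 ratio of SLT3 in cc3491 here was -2.57, with -4.02, -3.53 and -0.16 for probes 1, 2 and 3. That is a smaller fall than the value quoted from the study above. For LHCSR3 the mean log2 ratio in cc3491 here was 2.53, with 3.71, 2.78 and 1.10 for probes 1, 2 and 3. That is lower than the value quoted from the study above. SLT1, LHCBM9 and ARS1 lay closer to their quoted values, at 3.05, 5.12 and 3.60 in cc3491. Among the other listed genes, SIR1 and PSAH changed slightly more here than in the study, at 1.83 and -3.17. The rest changed less, among them SUOX1 at 1.37, ECP88 at 2.70 and ECP76 at 3.65. Scaling also moves these sizes. The mean of the sulfur set in cc3491 was 2.04 here, 2.33 with an offset of 0 and 2.51 with the scanner software's ratio. How far probes or scaling account for each difference from the study was not tested. For the starvation response in cc3491, with transcript models as the unit, 198 models were called higher and 252 lower in cc3491 here. The number of higher models is above the value quoted from the study, and the balance of directions depends on the scaling. The rules also differ. The study kept only genes that were up at every time point, while calls here rest on the mean over time points.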
